A study of Saccharomyces cerevisiae with 21 samples.

How the data were processed

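Strain barcodes were sequenced from pooled cultures of an in-house library of budding yeast (Saccharomyces cerevisiae). Per the labels, the library carries genetic variation across the genome, and each strain bears a barcode in a chromosome. The strains were put through a protein-fragment complementation assay, in which parts of a reporter are fused to a pair of proteins and work when the pair comes together. Growth in methotrexate (MTX) depends on the reporter. The share of a strain's barcode among the reads of its culture was therefore the measurement.

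The deposited values were raw read counts, in whole numbers, for 361 strain barcodes in 62 pools in each of 21 libraries. Of the pools, 61 are named by a pair of proteins, and the remaining pool is named as a reference without a protein pair. Per the labels' protocols, cultures grew for 96 h and were passaged every 24 h, barcodes were amplified from genomic DNA in a 2-step PCR with a cycle number set by qPCR, and the products were pooled per growth condition. The read filter and the program that matched reads to barcodes were not stated in the labels or the files. No molecular identifiers were mentioned, so reads of PCR products are not independent molecules, and all counting errors given here cover sampling of reads only.

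A barcode within a pool is called a feature here, which gives 22382 features. Of these, 4 had no read in the libraries taken at 96 h. The 15974 features with a mean of at least 10 reads over the 20 libraries taken at 96 h were tested. They are 71.4% of the features and held 99.7% of the reads. The names of all 44 proteins were matched to locus tags in a table of yeast genes (assembly R64), which served for names only. Coordinates are not given, since the files name no genome build.

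Groups came from the sample titles: 5 drug conditions, each with and without MTX, with replicates A and B, and 1 library taken at time 0. Feature counts were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test, with 1 coefficient per group over all 20 libraries and the log of the pool's total reads in each library as offset. All groups shared 1 estimate of the spread because 2 replicates per group give little information on it. Counts summed per strain over the pools were tested in the same way with TMM scaling. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and features with an adjusted p under 0.05 are called. There were 17 comparisons across features and 9 across strains. Log2 shares used a pseudocount of 0.5 reads. The effective number of strains of a pool is the exponential of the Shannon entropy of its strain shares. Its comparison used a two-sided permutation test with 100000 resamples.

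The tests were run on simulated counts drawn from the real means and totals. Changed features were taken only from those with a mean of at least 50 reads. In the test against the reference pool, changed strains had that mean in both pools. With 200 features changed by 4 on the log2 scale among 15890, the feature test recovered 109 and made 5 false calls. With 200 features changed by 2 on the log2 scale among 15899, it recovered 1 and made 0 false calls, and a contrast without any change gave 0 calls. The strain test recovered 34 of 40 strains changed by 2 on the log2 scale among 361, with 2 false calls. The test of a pool against the reference pool recovered 12 of 20 strains changed by 4 on the log2 scale among 308, with 3 false calls. All recovered changes had the right sign.

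The groups, the tests, the alternatives other than those named next and the rule for naming items were fixed before the data were examined. The rule allows, in each comparison, the called item with the largest log2 fold change in each direction whose replicates of one group both lie beyond those of the other. For differences between MTX effects, the values from replicates A and B must share their sign. The rule also allows the 3 pools with the most calls under MTX without drug and the 3 pools with the highest and the lowest replicate correlation there. The comparison of each pool with the reference pool was added after the data were seen, and so were totals without the strain with barcode 838. Any other item named was chosen after its values were seen.

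The alternatives were TMM scaling over whole libraries or within each pool, no filter or a mean of at least 50 reads, DESeq2 1.42.0, limma 3.58.1 on mean log2 shares of strains, a fit of only the groups compared, the replicate letter as a further term, a pseudocount of 5 reads, Spearman correlation, reads thinned with vegan 2.7.1 and leaving out each replicate. Genotypes of the strains were not used here, so no locus was mapped. What the endings of barcode names such as 43_ref1 or 180_2 stand for is not stated, and these barcodes were kept as separate strains.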

Results

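The series asks how genetic variation across the yeast genome affects interactions between proteins inside the cell. Barcode reads were counted in 21 libraries. Cultures of the strain library were sampled after 96 h in medium without a drug, with 0.2 µM 5-FC, with 100 µM of the azole antifungal fluconazole, with 50 mM of the antidiabetic metformin, or with 17.5 µM of the antipsychotic trifluoperazine. Each medium was used with and without 10 µg/mL MTX, and each of these 10 groups had 2 replicates, A and B. A further library was taken at time 0 and had no replicate.

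The libraries taken at 96 h held 5370053 to 10620612 reads, and the time 0 library held 2412905. A single pool in a library at 96 h held 4225 to 850312 reads, with a median of 98411. The lowest total belonged to the pair of TPO1 (YLL028W) and TCB2 (YNL087W) in replicate B without drug or MTX. The share of features without a read was 3.33% to 7.56% in the 96 h libraries without MTX, 8.50% to 29.3% in libraries with MTX and 9.63% at time 0.

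Replicates of every group differed by more than sampling noise. Chi-square per degree of freedom between replicates A and B ran from 25.1 without drug or MTX to 415 in fluconazole with MTX, so in no group was one replicate a copy of the other. Across features, which are not independent replicates, Pearson's r of log2 shares between replicates was 0.715 in fluconazole without MTX and 0.791 in fluconazole with MTX. The other 8 groups had r from 0.871 to 0.923.

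The first comparison asked how strongly MTX narrowed the pools. The effective number of strains, taken as the median over 62 pools in each library, was 18.6 ± 3.81 (SD, n = 10) with MTX and 53.4 ± 7.54 (SD, n = 10) without MTX. The difference of −34.8 strains exceeded the spread between libraries (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). The highest library with MTX had 24.9 effective strains and the lowest without MTX had 38.8. With the inverse Simpson index, which counts strains on another scale, the difference was −12.8, and the ratio of the mean without MTX to that with MTX was 2.97 against 2.87 for the effective number of strains. The time 0 library had 64.5 effective strains. Within the drugs, fluconazole had the lowest values, with 14.6 and 13.8 with MTX and 43.1 and 38.8 without MTX.

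**Figure D1:**
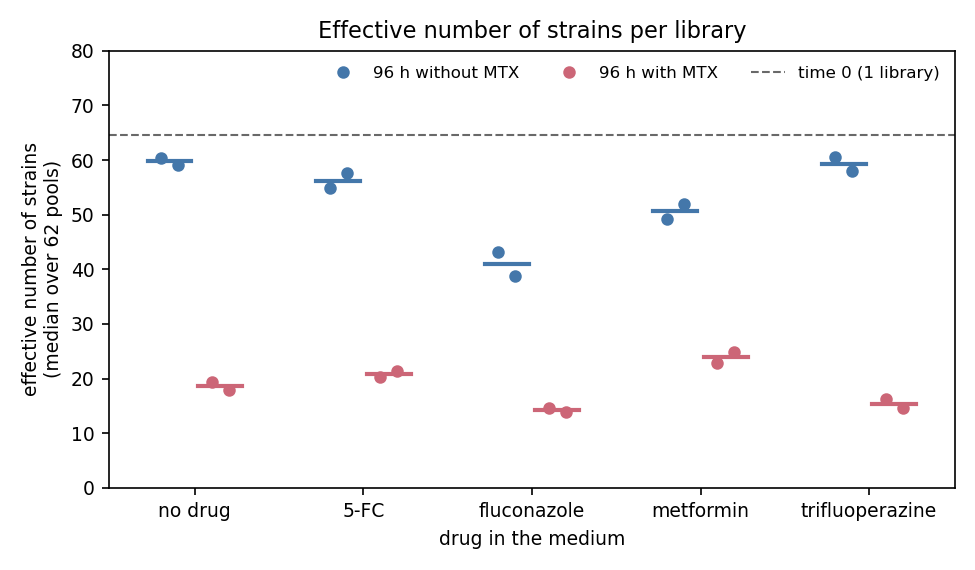
Effective number of strains (vertical axis, median over 62 pools) in each library at 96 h, by drug in the medium. Points are single libraries (2 per group), short lines are group means, and the dashed line is the time 0 library at 64.5. All 10 libraries with MTX lie at or under 24.9 and all 10 without MTX at or over 38.8.

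The reference pool was the most diverse pool at time 0, with 172 effective strains. After 96 h without drug or MTX it held 114 in replicate A and 140 in replicate B. In fluconazole without MTX it held 26.5 and 27.7. In trifluoperazine without MTX the replicates were far apart, at 112 in replicate A and 50.4 in replicate B. In the reference pool with MTX and no drug the values were 23.5 and 26.3.

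Shares after 96 h without drug or MTX differed from those at time 0. Time 0 had no replicate, so a change by growth cannot be told from noise in that library. The SD across features of the log2 change was 1.50 in replicate A and 1.48 in replicate B. Without a filter on low counts the mean of both was 1.67, the value that moved furthest. Changes in A and B correlated with r = 0.775 across features, but both were taken against the same time 0 library, whose noise they share. Log2 shares at 96 h correlated with those at time 0 with r = 0.778 and 0.776 without drug or MTX. In libraries with MTX this r was between 0.234 and 0.462.

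The main comparison of the assay set cultures with MTX against cultures without it, in the same drug. In medium without drug, 8694 of 15974 features were called, 1167 higher and 7527 lower with MTX (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Of these, 8637 had both replicates of one group beyond both of the other. In 5-FC there were 7937 calls (1199 higher), in fluconazole 9113 (1675 higher), in metformin 5607 (810 higher) and in trifluoperazine 8263 (1020 higher). The count without drug moved most when the filter was raised to a mean of at least 50 reads, to 5920 of 10240 features. Fitted with only the 4 libraries compared, the count in fluconazole was 4979.

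The split of higher and lower calls depended on scaling. A share is relative to the other strains of its pool, and in this scale the median log2 fold change over all features without drug was −2.04. TMM scaling within each pool placed it at −0.79. Under that scaling 2811 features were higher and 5960 lower without drug, so that 32.0% of calls were higher in place of 13.4%. The same change of scaling took the higher share from 15.1% to 34.5% in 5-FC, from 18.4% to 34.5% in fluconazole, from 14.4% to 31.6% in metformin and from 12.3% to 34.0% in trifluoperazine. TMM over whole libraries gave 29.3% without drug, 31.3% in 5-FC, 34.7% in fluconazole and 28.6% in trifluoperazine.

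Strain 798 in the pool of MID2 (YLR332W) and WSC2 (YNL283C) had the largest fall without drug. It held 10.8% ± 0.0924 (SD, n = 2) of the pool without MTX, from 5911 and 2032 reads, and had 0 reads in both replicates with MTX. Its share was at least 2911-fold lower with MTX (adjusted p = 9.4e-07). The largest rise was that of barcode 40_2 in the reference pool, from 1 and 0 reads to 2392 and 2597 reads. Its share with MTX was 2.37% ± 0.660 (SD, n = 2), at least 138-fold higher (adjusted p = 2.3e-06). In trifluoperazine, strain 931 in the pool of ERV25 (YML012W) and RBD2 (YPL246C) rose from 0.166% ± 0.0447 to 82.7% ± 4.97 (SD, n = 2 each) of the pool. Its log2 fold change was 8.96 with a standard error of 0.78 (adjusted p = 2.7e-07).

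Pools differed in the number of strains called. Without drug, the reference pool had the most, with 249 of 325 tested strains, of which 223 were lower with MTX. It was followed by the pools of MID2 and PIN2 (YOR104W), with 198 of 327, and of HUG1 (YML058W-A) and PGM2 (YMR105C), with 185 of 286.

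**Figure D2:**
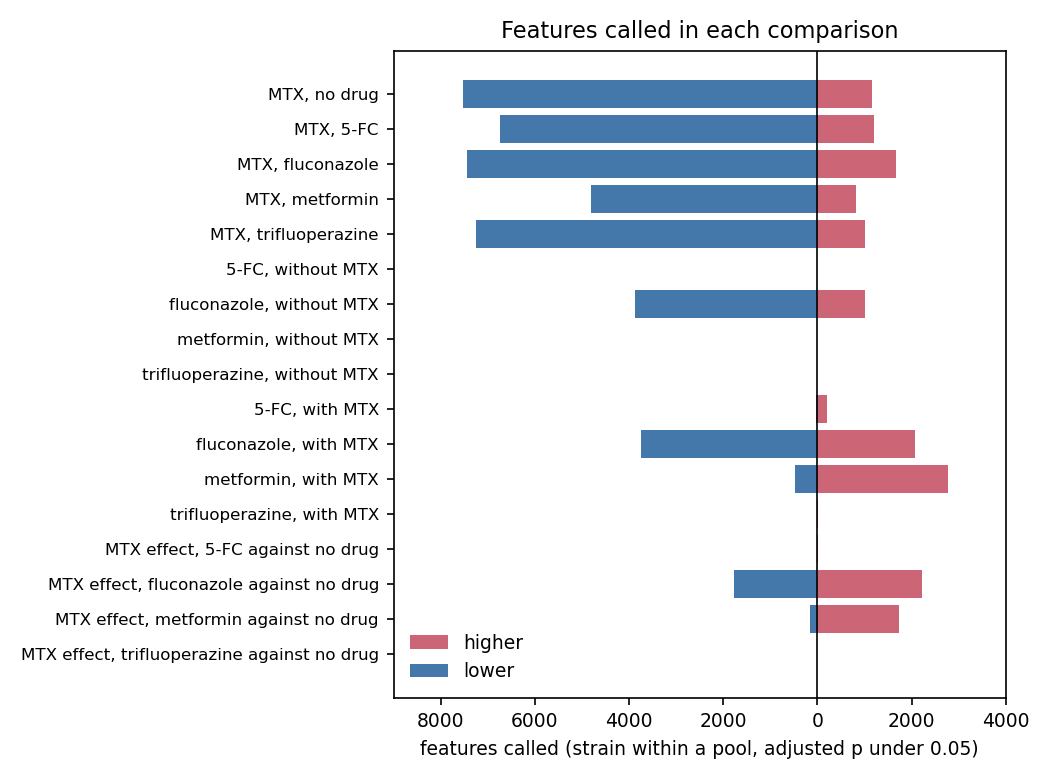
Number of features called (horizontal axis, strain within a pool, adjusted p under 0.05) in the 17 comparisons. Bars to the right count features that were higher and bars to the left features that were lower, by pool totals as scaling. MTX without drug has 7527 lower and 1167 higher features, and TMM within each pool changes that split to 5960 and 2811.

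Reads summed over the pools gave the response of a strain with each pool weighted by its depth. Pool depth differed between libraries, so a shift in depth can enter these results. MTX changed 285 of 361 strains without drug, 136 higher and 149 lower (edgeR's quasi-likelihood test, adjusted p under 0.05). The counts were 290 in 5-FC, 259 in fluconazole, 215 in metformin and 283 in trifluoperazine. Scaling by total reads in place of TMM gave 255 without drug, the count that moved most, of which 54 were higher. This took the higher share from 47.7% to 21.2% without drug, from 50.0% to 24.8% in 5-FC, from 45.6% to 17.3% in fluconazole and from 45.1% to 22.6% in metformin. In trifluoperazine 133 of 283 calls were higher by TMM, and 18.1% of the calls by total reads. The median log2 fold change over strains without drug was −0.07 by TMM and −1.62 by total reads.

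Strain 252 rose most without drug, from 0.00682% ± 0.00162 to 0.432% ± 0.136 of all reads (SD, n = 2 each), a log2 fold change of 7.55 ± 0.82 (standard error, adjusted p = 7.0e-07). Strain 857 fell most, from 4.24% ± 0.889 to 0.0141% ± 0.00673 (SD, n = 2 each), a log2 fold change of −6.73 ± 0.53 (standard error, adjusted p = 3.3e-08). In fluconazole, strain 983 rose from 0.0530% ± 0.00415 to 4.24% ± 0.00920 (SD, n = 2 each), with a log2 fold change of 8.27 ± 0.38 (standard error, adjusted p = 8.6e-11).

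The next comparisons asked what each drug did without MTX. Fluconazole changed 4880 features, 1018 higher and 3862 lower (edgeR's quasi-likelihood test, adjusted p under 0.05). With only the 4 libraries compared in the fit, the count was 1152. TMM within each pool changed the split to 1589 higher and 1881 lower, and TMM over whole libraries to 845 higher and 711 lower. With the spread shared by all libraries, the other drugs gave almost no calls. Metformin and 5-FC had 0 each, with 754 and 750 of 15974 features at an unadjusted p under 0.05. Trifluoperazine had 1, with 744 features at an unadjusted p under 0.05. That feature was barcode 43_ref1 in the pool of ERG11 (YHR007C) and HYR1 (YIR037W), which rose from 0.0311% ± 0.00976 to 0.865% ± 0.0783 (SD, n = 2 each, adjusted p = 0.020). It was not called under either TMM scaling. Fitted with only the libraries compared, 5-FC and trifluoperazine had more calls, as given further below.

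Across strains, fluconazole without MTX changed 119 of 361, 59 higher and 60 lower. Barcode 43_ref1 rose from 0.00439% ± 0.000167 to 1.61% ± 0.735 of all reads (SD, n = 2 each), a log2 fold change of 8.63 ± 1.11 (standard error, edgeR's quasi-likelihood test, adjusted p = 4.8e-05). Of its mean of 11039.85 reads over the 20 libraries, 4966.5 lay in the pool of ERG11 and HYR1. Strain 87 fell from 0.141% ± 0.0829 to 0.00419% ± 0.00142 (SD, n = 2 each, adjusted p = 0.0018). With limma on mean log2 shares over the pools, 270 strains were called and 10.0% of them were higher, against 49.6% in the test of summed reads. In 5-FC, metformin and trifluoperazine 0 strains were called, with 17, 6 and 33 strains at an unadjusted p under 0.05. A fit of only the libraries compared did call strains for 5-FC and trifluoperazine, as given further below.

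Under MTX, all 4 drugs gave calls against MTX alone. Fluconazole changed 5809 features, 2068 higher and 3741 lower. By TMM within each pool the split was 3030 higher and 2735 lower, and by TMM over whole libraries 2284 higher and 1849 lower. Metformin changed 3252 features, 2768 higher and 484 lower. In 5-FC 234 features changed, 201 of them higher. In trifluoperazine 3 features were called, all higher, with 1595 at an unadjusted p under 0.05. Fitted with only the libraries compared, trifluoperazine had 160 calls and 5-FC had 758.

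Strain 801 in the pool of ERG11 and ORM2 (YLR350W) rose most under fluconazole with MTX. It had 1 and 0 reads with MTX alone and held 4.01% ± 1.86 (SD, n = 2) of the pool with fluconazole added, at least 2161-fold higher (edgeR's quasi-likelihood test, adjusted p = 7.2e-06). Strain 400 in the pool of FMP45 (YDL222C) and MID2 fell from 5.54% ± 0.351 (SD, n = 2) to 0 reads in both replicates, at least 2472-fold lower (adjusted p = 3.7e-07). Strain 364 in the pool of ERV25 and RBD2 had 0 reads in both replicates with MTX alone. It held 0.259% ± 0.0189 (SD, n = 2) with 5-FC and 0.419% ± 0.228 (SD, n = 2) with metformin.

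Whether the effect of MTX itself differed between a drug and no drug was tested as the difference of both MTX effects. It differed in 3987 features for fluconazole, 2216 higher and 1771 lower, and in 1887 for metformin, 1725 higher and 162 lower. For 5-FC the count was 15, of which 14 were higher. For trifluoperazine it was 0, with 1164 features at an unadjusted p under 0.05. A higher value means that the share changed more upwards, or less downwards, with MTX in the drug than without it. The counts were smaller under TMM over whole libraries, with 2285 for fluconazole, 250 for metformin and 2 for 5-FC. Under TMM within each pool 5-FC had 5 calls, of which 4 were higher.

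Barcode 599_ref1 in the pool of ADE17 (YMR120C) and GIS2 (YNL255C) gave the largest positive difference for metformin. Without drug its share was 2.08% ± 0.820 without MTX and 0.000911% ± 0.00129 with MTX (SD, n = 2 each), the latter from 3 and 0 reads. In metformin its share was 0.186% ± 0.0679 without MTX and 0.466% ± 0.115 with MTX (SD, n = 2 each). The test of the difference gave an adjusted p of 2.6e-04 (edgeR's quasi-likelihood test). Strain 412 in the reference pool gave the largest negative difference for fluconazole. Without drug it held 0.0695% ± 0.00835 without MTX and 2.77% ± 0.565 with MTX (SD, n = 2 each). In fluconazole it held 3.05% ± 0.293 without MTX and 0.00190% ± 0.00132 with MTX (SD, n = 2 each, adjusted p = 4.5e-06). Its share in fluconazole with MTX came from 1 and 2 reads, and that without drug or MTX from 8 and 31 reads.

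The fitted MTX effects were also compared between the 5 conditions over all tested features. Pearson's r across features lay between 0.519 for fluconazole with metformin and 0.879 for no drug with trifluoperazine, with a median of 0.756 over the 10 pairs. The 4 pairs with fluconazole had r from 0.519 to 0.551. With replicate A alone the median was 0.674, the furthest from the full value. No library enters more than 1 of these MTX effects, although features are not independent of each other.

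Within a pool, the MTX effects of replicate A were compared with those of replicate B across strains. The median r over 62 pools was 0.891 without drug, 0.900 in 5-FC, 0.700 in fluconazole, 0.824 in metformin and 0.894 in trifluoperazine. Without a filter on low counts the value without drug was 0.832, the one that moved furthest. Without drug, the pools with the highest r were TPO1 with TPO2 (YGR138C) at 0.954, ERV25 with RBD2 at 0.937 and PMC1 (YGL006W) with CTR2 (YHR175W) at 0.931. The lowest were ERG11 with ERV25 at 0.567, HNM1 (YGL077C) with RBD2 at 0.649 and SRO9 (YCL037C) with GIS2 at 0.682. In fluconazole and in metformin the lowest pool was ERG11 with ERG5 (YMR015C), at 0.254 and 0.294.

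**Figure D3:**
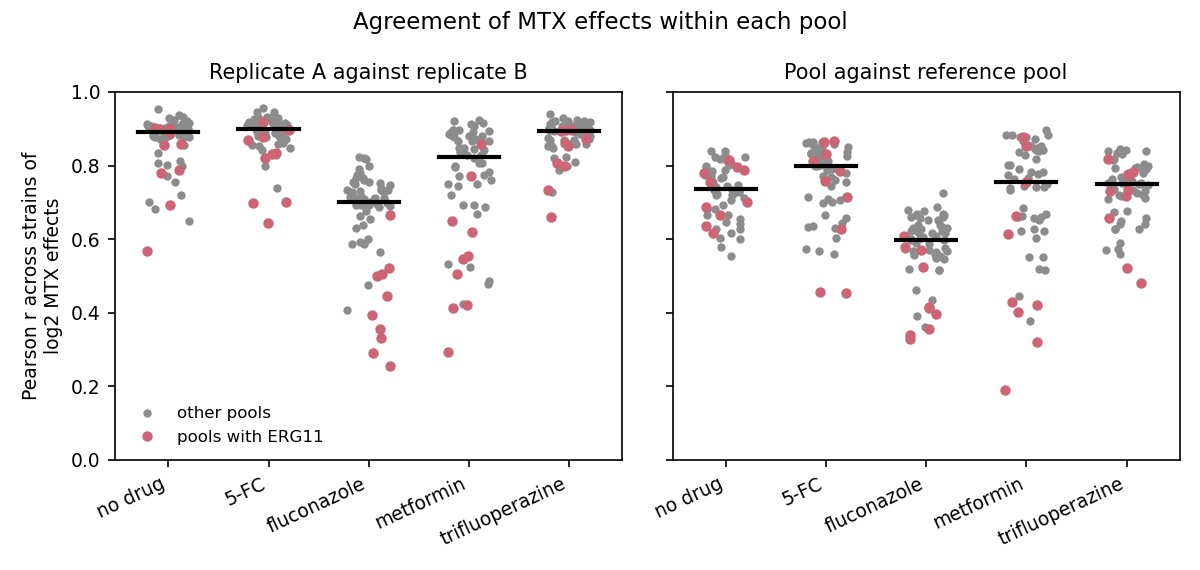
Pearson's r across strains of log2 MTX effects (vertical axis) for each pool, by drug. The left panel compares replicate A with replicate B and the right panel compares a pool with the reference pool; points are pools, those with ERG11 in colour, and lines are medians. Medians on the left run from 0.700 in fluconazole to 0.900 in 5-FC, and on the right from 0.598 in fluconazole to 0.799 in 5-FC.

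The reference pool carries no named protein pair, the labels do not state which reporter it holds, if any, and each other pool was compared with it after the data had been seen. Without drug, r of the MTX effects with those of the reference pool had a median of 0.735 over 61 pools, from 0.553 for ADE17 with PGM2 to 0.839 for PMC1 with GTR2 (YGR163W). The medians in the drugs were 0.799 in 5-FC, 0.598 in fluconazole, 0.755 in metformin and 0.750 in trifluoperazine. Of the variance of MTX effects across features without drug, 70.7% lay between strains, 3.89% between pools and 25.4% in the rest. Replicate error was 8.89% of the variance. In fluconazole, 52.5% lay between strains and replicate error was 21.4%.

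MTX effects unlike those of the same strain in the reference pool were called in 4056 of 15142 features without drug (26.8%, edgeR's quasi-likelihood test, adjusted p under 0.05). Of these 3337 were higher and 719 lower than in the reference pool. The same reference counts entered the test of a strain in every pool. An error there recurs across pools, so these calls are not independent of each other. Replicate A without drug or MTX held 10614 reads in the reference pool. By TMM within each pool the call count was 2758, and the split turned to 1185 higher and 1573 lower. A filter at a mean of 50 reads moved the count most, to 2476 of 9099. In the drugs 2752 features were called in 5-FC, 3965 in fluconazole, 2601 in metformin and 3034 in trifluoperazine. TMM within each pool took the higher share from 72.4% to 51.5% in 5-FC, from 81.7% to 65.6% in metformin and from 59.4% to 46.2% in trifluoperazine. Without drug a pool had a median of 61 called strains, from 24 of 125 tested for RET2 (YFR051C) with SNA3 (YJL151C) to 139 of 274 for ERG11 with HYR1. As a share of the tested strains the range over pools was 11.3% to 50.7%.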

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

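The tests of pool scaling and of reads resembling fluconazole, and the test of slopes over pools, were chosen after the results were seen; the tests of depth and of single-library noise were chosen before.

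The effect of MTX differed between fluconazole and no drug in 3987 features, by a direct test of the difference. Of these, 2509 were called again with the same sign after each pool was thinned to its lowest depth over the 20 libraries, which argues against a difference in depth between libraries as the whole explanation. TMM within each pool called 3248 of them again with the same sign, which argues the same way about the centring of the pools. Differences computed from the A libraries and from the B libraries correlated across features with r = 0.503, which noise in single libraries would not give. Fluconazole's replicates were nonetheless the least alike of all groups, and with only the libraries compared in the fit 1434 features were called. An effect of fluconazole on the response to MTX remains open as a hypothesis and was found and tested on the same data.

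The effect of MTX differed between metformin and no drug in 1887 features, of which 1725 were higher. Thinning left 1054 called again with the same sign. TMM within each pool left 1058. TMM over whole libraries, which leaves the depth of single pools uncorrected, called 241 of them again, and the cause of that loss was not tested. The values from A and from B libraries correlated with r = 0.490. Replicate B of metformin without MTX held reads resembling fluconazole. Without that library in the fit, 784 of the 1887 features were called again with the same sign. Those 784 calls do not rest on that library. For the other calls, an effect of these reads and the loss of a replicate cannot be told apart, since 1 library was left in that group.

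Under metformin, MTX effects were smaller than without drug, with an SD across features of 2.61 against 3.79. Within pools, the slope of one on the other over strains, computed only from products of A and B libraries so that noise does not flatten it, had a median of 0.653 over 62 pools and was under 1 in 61 of them. In 5-FC and trifluoperazine the median slopes were 0.947 and 0.929. In fluconazole it was 0.629 and under 1 in 62 of 62 pools, although the SD of MTX effects there was 3.84, so a slope under 1 does not by itself mean smaller effects. One damping factor for all pools under metformin is argued against, by a second form of the slope that needs only 1 replicate letter. It divides the covariance of the metformin effect with the 5-FC effect by that of the no-drug effect with the 5-FC effect (for 5-FC itself, trifluoperazine took that place), all in libraries of that letter. Slopes from the A libraries and from the B libraries, which share no library, correlated over the pools with r = 0.748 (Spearman's rho 0.778, permutation test, p = 1e-05, the smallest that 100000 resamples can give). This test replaced 2 earlier versions, both run first. Ordinary slopes from A and from B gave r = 0.893, but noise in a shared pool depth can flatten both. Slopes from 2 sets of strains without overlap gave a median r of 0.942 over 100 splits, but both sets share their cultures. In fluconazole r from the final test was 0.644, in 5-FC 0.175 and in trifluoperazine 0.0855. Weaker selection by MTX in metformin, to a degree that depends on the protein pair, is a candidate explanation that these values do not exclude.

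The effect of MTX differed between 5-FC and no drug in 15 features, of which 14 were higher. After thinning, 14 were called again with the same sign. Values from A and from B libraries correlated across all features with r = 0.184, so that noise in single libraries does not account for all of the difference. The count was 2 under TMM over whole libraries and 251 with DESeq2. It was also lower under TMM within each pool, so the centring of the pools is not argued against here. In a fit of only the libraries compared it was higher. A small effect of 5-FC may be present and stays open.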

How the results depend on the processing

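Totals without strain 838, and all alternatives to the comparison with the reference pool, were chosen after the data were seen. The other alternatives were set before. Counts of calls are described as moved when they changed by more than 1.5 times. The cause of a move was not tested, unless it is named.

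TMM over whole libraries gave 3518 features changed by MTX in metformin (5607 by pool totals), 1556 changed by fluconazole without MTX (4880), and with MTX 29 changed by 5-FC (234), 1549 by metformin (3252) and 0 by trifluoperazine (3), where 1438 features had an unadjusted p under 0.05. Without MTX it gave 0 for trifluoperazine (1), with 886 at an unadjusted p under 0.05. The MTX effect differed from that without drug in 2 features in 5-FC (15), 2285 in fluconazole (3987) and 250 in metformin (1887). This scaling does not correct for the depth of single pools.

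TMM within each pool gave 1 feature changed by 5-FC (0) and 2 by trifluoperazine (1) without MTX, and 136 by 5-FC (234) and 1 by trifluoperazine (3) with MTX. The MTX effect differed in 5 features in 5-FC (15) and 1165 in metformin (1887), of which 1058 were among those called by pool totals.

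A fit of only the groups compared estimates the spread from fewer libraries. It gave fewer calls where fluconazole was compared, with 4979 features changed by MTX (9113), 1152 changed without MTX (4880), 3544 changed with MTX (5809) and 1434 with a different MTX effect (3987). It gave more elsewhere, with 143 features changed by 5-FC (0) and 6 by trifluoperazine (1) without MTX, 758 by 5-FC (234) and 160 by trifluoperazine (3) with MTX, and a different MTX effect in 178 features in 5-FC (15) and 3025 in metformin (1887). Across strains without MTX it called 23 for 5-FC and 59 for trifluoperazine (0 each). Spread shared with the fluconazole libraries, whose replicates were the least alike, may account for both directions, as in fluconazole without MTX 1147 of the 1152 features were also called with all libraries.

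DESeq2 called more features where edgeR called few. Without MTX it called 49 for 5-FC (0), 32 for metformin (0) and 35 for trifluoperazine (1), and with MTX 858 for 5-FC (234) and 236 for trifluoperazine (3). The MTX effect differed in 251 features in 5-FC (15) and 65 in trifluoperazine (0). Across strains without MTX it called 1 for 5-FC, 2 for metformin and 5 for trifluoperazine (0 each). Limma on mean log2 shares, which weights all pools alike, called 1 strain for 5-FC (0), 270 for fluconazole (119) and 12 for trifluoperazine (0).

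Without a filter on low counts, 1 feature was changed by 5-FC without MTX (0), 6 by trifluoperazine with MTX (3), and 24 had a different MTX effect in 5-FC (15). The replicate correlation of MTX effects in trifluoperazine fell to 0.837 (0.894). The SD of log2 changes from time 0 without drug or MTX was 1.67 without the filter, 1.31 with a mean of at least 50 reads and 1.34 with a pseudocount of 5 reads, against 1.49. These alternatives act on features with low counts by construction.

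Compared with the reference pool, a mean of at least 50 reads gave 2476 features without drug (4056), 1426 in 5-FC (2752), 1337 in metformin (2601) and 1826 in trifluoperazine (3034), with fewer features tested. With only the condition's own libraries the counts were 4868 in 5-FC (2752), 363 in fluconazole (3965) and 4590 in trifluoperazine (3034). The correlation with the reference pool in fluconazole, 0.598 with both replicates, was 0.473 to 0.539 across the fits that each left out one replicate.

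Leaving out replicate A or B kept the sign of at least 94.5% of the calls in each comparison that had calls. This is no measure of stability, since in at least 93.4% of the calls of each comparison both replicates already agreed on the direction. Totals without strain 838 moved none of the 17 feature counts by more than 1.5 times. The difference in the effective number of strains kept its sign under all 4 alternatives, from −34.8 to −12.8, the last on the scale of the inverse Simpson index, and p was 2e-04 when labels were swapped only within a drug.

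Replicate letters are shared by the groups, but they did not pair the samples. Over 45 pairs of groups, deviations of same-lettered libraries from their group means correlated with a median r of 0.000210, from −0.121 to 0.0882. With a replicate block in the fit, MTX without drug gave 8559 features (8694), and metformin's different MTX effect 1664 (1887). No count across features or strains moved by more than 1.5 times under the block.

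Of the items named under the naming rule, 12 values became weaker under an alternative and none reversed. In comparisons of 2 groups, falls to few reads are bounds set by 3 reads. No bound was set for differences between MTX effects. In simulated data, 1 of 200 features changed by 2 on the log2 scale was recovered. All 200 had a mean of at least 50 reads, so recovery at lower counts was not tested. Recovery was not split by depth.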

Other observations

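All tests in this part were chosen after the results were seen, except the first test of the depth of ERG11 pools and the test of single-library noise in their slopes.

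The MTX effects of a strain were shared by its pools. A strain response to MTX that is not tied to the named pair is a candidate explanation, and the mean effect of a strain over the 61 pools with a pair correlated with its effect in the reference pool with r = 0.818 over 325 strains without drug. The labels do not state which reporter, if any, the reference pool carries, so this correlation does not tell a response without a reporter from one that acts through it. Reads crossing between the pools of one library are argued against. Even crossing would give every pool at least that part of a strain's mean share, and the emptiest pools allow at most 0.241% in any library with MTX. This bound replaced an earlier test on features with at most 10 reads over the libraries without MTX and none at time 0, whose 75th percentile in libraries with MTX was 3.71% of the strain's mean share in the other pools. That choice of features selects against crossing. Crossing between single pairs of pools was not tested.

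Strain 838 held 9.62% ± 1.84 (SD, n = 10) of the reads in libraries without MTX and 28.1% ± 10.0 (SD, n = 10) with MTX. At time 0 it held 8.43% (95% Wilson interval 8.40% to 8.47%, which covers counting error only). Its lowest value with MTX was 8.94%, in fluconazole replicate B. Without drug its share was higher with MTX in 57 of 62 pools. Pool totals inflated by this strain could make other strains look lower. Of 7526 lower calls on other strains without drug, 6810 were made again with the same sign when strain 838 was left out of the totals, which argues against this as the whole explanation.

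The library of metformin without MTX, replicate B, resembled fluconazole without MTX. Features were taken as markers when they rose by more than 4 on the log2 scale in fluconazole replicate A over no drug replicate A and held more than 0.1% of their pool there, which gave 379. Their median log2 change over no drug replicate A was 1.10 in metformin replicate B and 0.15 in metformin replicate A, against 0.37 in no drug replicate B, 0.33 and 0.39 in 5-FC and 0.62 and 0.66 in trifluoperazine. The markers raised more than 4-fold were 34.6% in metformin replicate B and at most 17.4% in the other 6 libraries. Replicate A did not show the rise, but it is 1 library, and an effect of metformin itself stays open. In 28 pools with at least 6 markers, the excess of replicate B over replicate A followed the shares in fluconazole replicate B with a median r of 0.889. The same calculation gave 0.0161 without drug, 0.111 in 5-FC and 0.0730 in trifluoperazine. In metformin r was positive in 24 of the 28 pools, against 15 without drug, 16 in 5-FC and 15 in trifluoperazine. Reads or cells from a fluconazole culture are a candidate explanation. The fitted fraction had a median of 10.2% and ran from −10.4% to 33.3% over the pools, so 1 fraction for the whole library does not describe it. The cause of that range was not tested.

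Pools with ERG11 in the pair differed from the others on average, and ERG11 encodes the target of fluconazole. A smaller response to fluconazole in these pools was tested first and not found. Without MTX, the SD of fluconazole effects over strains was 2.53 ± 0.25 (SD, n = 10 pools) with ERG11 and 2.11 ± 0.28 (SD, n = 52 pools) in the others, a difference of 0.42 (permutation test, p = 6e-05) in the direction opposite to that of the hypothesis. The part of the SD shared by replicates A and B was 1.73 in the ERG11 pools and 1.66 in the others (permutation test, p = 0.54), so a larger shared spread was not shown. Nevertheless the share of tested strains called for fluconazole without MTX averaged 40.4% in the ERG11 pools and 28.0% in the others (permutation test, p = 0.00053). That is not a smaller response either. Most calls in that comparison were lower, and their number depended on scaling, so these shares may depend on it too. The groups overlapped, as the reference pool, which has no named pair, had an SD of 2.54 and 57.2% of its strains called. The depth of these pools over the 20 libraries at 96 h was not lower: log2 mean reads were higher by 0.15 in the ERG11 pools (permutation test, p = 0.23).

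In ERG11 pools, MTX effects in fluconazole followed those without drug less on average than in the others. The replicate correlation of MTX effects in fluconazole averaged 0.426 over the ERG11 pools and 0.700 over the others (permutation test, adjusted over the 5 conditions p = 5e-05). It was also lower in the ERG11 pools without drug (0.813 against 0.871, adjusted p = 0.027), in 5-FC (0.809 against 0.896, adjusted p = 3.3e-04), in metformin (0.563 against 0.799, adjusted p = 7.5e-05) and in trifluoperazine (0.827 against 0.882, adjusted p = 0.0042), so a lower replicate correlation was not particular to fluconazole. The metformin value includes replicate B without MTX, which resembled fluconazole, so it cannot be set apart from fluconazole. The fluconazole fraction fitted there was 33.3% for ERG11 with ERG5 and −4.55% for ERG11 with MID2. The slope of MTX effects in fluconazole on those without drug was 0.400 ± 0.178 (SD, n = 10 pools) with ERG11 and 0.633 ± 0.143 (SD, n = 52 pools) without it (two-sided permutation test, p = 6e-05, adjusted over the 4 drugs 2.4e-04). Some pools without ERG11 also lay under the ERG11 mean, with 0.358 in the reference pool and 0.198 for ERV25 with ERG5. A lower slope can come from effects that are less alike and does not show that they were smaller. In metformin the slopes were 0.435 and 0.632 (permutation test, adjusted p = 0.0062), in 5-FC 0.861 and 0.965 (permutation test, adjusted p = 0.029) and in trifluoperazine 0.928 and 0.942 (permutation test, adjusted p = 0.72). Lower mean depth of the ERG11 pools over the 20 libraries is argued against, since their log2 reads were higher by 0.146. Depth in only the libraries that enter this slope was not tested and stays open. Noise in single libraries is argued against by the second form of the slope, from 1 replicate letter with the 5-FC effect. In fluconazole that slope was lower in the ERG11 pools by both replicates, with the smaller difference at −0.187. In metformin the A libraries, which leave out the library resembling fluconazole, gave a difference of −0.194. Pools with ERG11 share a protein and may not be independent of each other, and an effect of fluconazole on ERG11 stays a hypothesis, as metformin gave a similar difference.

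Barcodes with the same strain number did not always go together. Like strains would give MTX effects that correlate over pools, after the pool means are removed, more than most pairs do. Barcode 599 and barcode 599_ref1 had r = −0.142 over 61 pools, above 25.9% of random pairs, which argues against like strains. Barcodes 599_ref1 and 599_ref2 had r = 0.624 over 56 pools and a mean difference of 0.519 on the log2 scale. Barcodes 180 and 180_2 had r = 0.295 over 44 pools and a mean difference of −0.270. Barcodes 43_ref1 and 43_ref2 had r = 0.709 over 52 pools, but their MTX effects differed by 2.94 on average, so the correlation alone does not make them alike. Random pairs had a median r of −0.00553. No biological explanation was tested.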
